A study of Mus musculus with 10 samples. Its data were reported in "Genome-wide mapping of cancer dependency genes and genetic modifiers of chemotherapy in high-risk hepatoblastoma" (2023).

How the data were processed

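Gene expression was measured with 10x Genomics Visium slides, on which polyadenylated RNA of a thin frozen tissue section is captured by barcoded spots and counted as unique molecular identifiers (UMIs). A spot is a small region that can hold several cells, so every value below describes spots or whole sections and not cell types. There were 10 sections of mouse tissue from 7 tissues named by number in the labels. Tissue NEJ146 has 4 adjacent sections, and NEJ634, NEJ638, NEJ723, NEJ654, NEJ677 and NEJ687 have 1 section each. The labels call every sample hepatoblastoma, while the protocol text of the 6 tissues with 1 section names tumour and normal liver without saying which section is which. The study's text calls NEJ634, NEJ687, NEJ723 and NEJ146 tumours, but groups were taken from the labels alone. Each tissue was therefore its own group, and no comparison of tumour with normal liver was made.

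The authors deposited raw UMI counts per gene and spot as unfiltered matrices that hold nearly every spot of the slide, made with the Space Ranger software according to the study's methods, although the matrix header names Cell Ranger. The counts were not normalised. Deposited position files gave array coordinates and an in-tissue call for the 6 tissues with 1 section. For the NEJ146 sections no position file was used, so array coordinates were taken from the same barcodes in the other sections. A NEJ146 spot was called over tissue when its UMIs divided by the 90th percentile of its section, and the median of that value over adjacent spots, were both at least 0.361, the value that best separated called from uncalled spots in the other 6 sections. That rule had a sensitivity of 76.1% and a specificity of 54.1% in those 6 sections, so the NEJ146 tissue area is uncertain. A rule on the mitochondrial share of UMIs (at most 1.95 times the 10th percentile of the section, median over adjacent spots) was added after the data had been seen and had a sensitivity of 88.0% and a specificity of 91.2%. Between these rules, the share of spots with the same call was 77.8%, 57.5%, 72.7% and 75.1% in NEJ146 sections 1 to 4. Only spots over tissue entered the values, apart from those said to be off tissue. No further filter on spots was applied and no doublet caller was run.

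The genome build of the spatial counts is not stated in the methods or the headers. Gene positions come from GENCODE release M21 on GRCm38, in which 30934 of the gene identifiers in the files were found. They were used to state where genes lie and which genes neighbour each other.

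Counts were summed over tissue spots and expressed as CPM (UMIs of a gene per 1e6 UMIs). For tissues with 1 section, 95% intervals are exact Poisson intervals of the count, and for NEJ146 the mean and standard deviation (SD) over its 4 adjacent sections are given. The intervals cover counting error only, and the SD covers sectioning and library preparation of 1 tissue. No value here covers the spread between animals, so no test between tissues was run. The spread between adjacent sections was the SD of log2(CPM + 1) per gene, over genes with a mean of at least 10 CPM. A gene was counted as beyond that spread when its range over the 7 tissues exceeded 10 times its own SD or that of the median gene, whichever was larger. For orderings of tissues drawn by the study, the gap is log2 of the lowest (CPM + 1) on the side said to be higher over the highest on the other side. The C2 minus C1 value is the mean of log2(CPM + 1) over the mouse counterparts of 8 genes of a published hepatoblastoma classifier that are higher in proliferative tumours (C2: Afp, Bub1, Dlgap5, Dusp9, E2f5, Igsf1, Nle1, Rpl10a) minus the mean over 8 genes higher in differentiated ones (C1: Aldh2, Apcs, Apoc4, Aqp9, C1s1, Cyp2e1, Ghr, Hpd).

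For 6 pairs of gene sets, the partial Spearman correlation over tissue spots of the UMIs per 10000 of each set was computed within each section, with log10 UMIs of the spot partialled out. It was computed where at least 100 spots had a UMI of each set. Spots are not replicates, so the tissue was the unit, NEJ146 entered as the mean of its sections, and an exact two-sided sign-flip permutation test over tissues was adjusted by Benjamini-Hochberg over the 6 pairs. The adjustment counts all 6, of which 1 is not reported here. The sets were pericentral (Glul, Cyp2e1, Cyp1a2, Oat, Slc1a2), periportal (Cyp2f2, Hal, Hsd17b13, Ass1, Pck1), adult globin (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt), proliferation (Mki67, Top2a, Cdk1, Ccnb2, Birc5), stem (Dlk1, Epcam, Gpc3), C1 and C2. Summed levels were also taken for embryonic globin (Hbb-bh1, Hbb-y, Hba-x), neutrophil granule (Camp, Ngp, Ltf, Prtn3, Elane, Mpo) and bile duct genes (Krt19, Krt7, Sox9, Spp1).

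Spatial order was measured as Moran's I of log(1 + UMIs per 10000) between adjacent spots (up to 6), against 20 shuffles of spot positions. To compare genes of unequal level, Igf2 and Afp UMIs were thinned binomially 20 times to the total UMIs of Dlk1, Epcam or Gpc3 in the same section, in sections where the weaker gene had at least 100 UMIs, and Moran's I and the squared coefficient of variation beyond Poisson noise were taken again. Genes the text may name were the 13 panel genes of the study, the set genes, Myc, the 3 genes per tissue with the largest log2 ratio of CPM + 1 to the highest other tissue among genes of at least 50 CPM, and the 3 genes per tissue outside the mitochondrial genome with the highest Moran's I among those with at least 0.2 UMIs per tissue spot. Genes outside these lists were chosen after their values had been seen, and the text says so.

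The groups, the designs above and 60 alternatives were fixed before the data were examined. The alternatives covered the tissue-spot rule, library scaling (edgeR's TMM, DESeq2 size factors, totals without globin or mitochondrial genes), the pseudocount, the filter on low genes, gene weighting, spot depth, the correlation measure, the neighbourhood and leaving out sections or tissues. A further 24 were added after the data had been seen.

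The count of genes beyond the section spread, the section SD, the sign-flip test, the depth-matched comparison, Moran's I and the partial correlation were tested on simulated data. Marker gaps and C2 minus C1, which are arithmetic on CPM, were not simulated. With 200 genes changed 2-fold in NEJ634, 96% were beyond the section spread and 0 of the unchanged genes were, among 7481 genes. With changes in NEJ687 the share was 92.5%. The simulated noise was lower than the section spread of the data (median SD 0.083, 90th percentile 0.17), so fewer such changes would be found in the data. Unchanged genes had the same level and noise in every tissue, so the count of 0 says little about false calls. A simulated SD of 0.1 was found as a median of 0.0894 over 7507 genes. The sign-flip test on 7 values gave p of 0.05 or less in 4.65% of 2000 simulations without an effect. In the depth-matched comparison, 200 simulated weaker genes with the same pattern were each compared with Igf2 and Afp. By Moran's I, the weaker gene was above every thinned value in 7.75% of comparisons in NEJ634 and 6% in NEJ723. By the squared coefficient of variation it was in 7% and 4.75%. The shuffled level of Moran's I did not hold where UMIs per spot are themselves ordered in space: at 1 UMI per spot, 100% of 200 simulated genes without a pattern were above every shuffle in NEJ723 and 97% in NEJ677, against 7% in NEJ634. With the UMIs of each gene redrawn over spots in proportion to spot totals, these shares were 3.5% in NEJ723, 6% in NEJ677 and 9.5% in NEJ634. The partial correlation of unrelated sets was also shifted in NEJ723, with a mean of 0.103 over 200 simulated pairs and of −0.00359 after the redrawn level was subtracted. Redrawn levels were therefore added to both measures and are given beside the planned values.

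The analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Histology images, the single-cell and bulk data of the study and any deconvolution into cell types were not analysed here.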

Results

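The data are 10 Visium sections of mouse tissue that the labels call hepatoblastoma, a liver tumour of early childhood modelled here in mice. They come from 7 tissues, with 4 adjacent sections of NEJ146 and 1 section each of NEJ634, NEJ638, NEJ723, NEJ654, NEJ677 and NEJ687. Total UMIs per section ranged from 61627315 to 117556249. The NEJ146 sections held 86513213, 98307747, 117556249 and 86518737 UMIs, with 3971, 3364, 4143 and 3657 spots called over tissue. Median UMIs per tissue spot in these sections were 17968, 23416, 24100 and 20619. NEJ634 held 91275401 UMIs and 1890 tissue spots, with a median of 28926.5 UMIs per tissue spot. NEJ638 held 70438823 UMIs and 3430 tissue spots, with a median of 12535. NEJ723 held 69798060 UMIs and 2396 tissue spots, with a median of 18742. NEJ654 held 74596759 UMIs and 2408 tissue spots, with a median of 17062. NEJ677 held 64955652 UMIs and 2699 tissue spots, with a median of 14191. NEJ687 held 61627315 UMIs and 4458 tissue spots, with a median of 12133.5. Tissue spots with under 500 UMIs numbered 361 in NEJ687, 182 in NEJ723, 172 in NEJ677, 50 in NEJ638, 3 in NEJ654 and 0 in NEJ634 and in the NEJ146 sections.

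The 6 tissues with 1 section have no replicates. NEJ146 differed from them in its labels (total against polyadenylated RNA), in the lack of tissue calls and in the mitochondrial share of tissue UMIs, which was 6.76%, 7.01%, 7.05% and 7.19% in its sections and between 2.46% and 3.86% in the others. As that batch holds 1 tissue only, batch and tissue cannot be told apart for NEJ146, and the count of genes beyond the section spread and the pair correlations are also given over the other 6 tissues.

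The 4 adjacent NEJ146 sections were compared to learn how well a section can be repeated. They differed by more than sampling noise in every pair, with a chi-square per degree of freedom between 15.7 and 82.9, so they were kept as separate sections. The median SD of log2(CPM + 1) over the 4 sections was 0.083 across 7498 genes with at least 10 CPM, against 0.027 from counting alone, and the 90th percentile was 0.17. Section 4 was furthest from the others, and without it the median SD was 0.056, the largest move under any alternative. The gene with the largest SD was Dlk1 (0.94), followed by A2m (0.92) and Cldn7 (0.72), which were picked after their values had been seen. Over all 7 tissues, 4928 of 8019 genes (61.5%) had a range beyond 10 times the section spread, and 4741 (59.1%) did over the 6 tissues other than NEJ146. Among the 10 panel genes with a mean of at least 10 CPM, 9 were beyond it and Dlk1 was not. The study counts healthy livers among its tissues, so these ranges can hold differences between tumour and liver. The count of 4928 rose to 7368 (91.9%) at 5 times the spread, the largest move among the same genes, and to 6384 without NEJ146 section 4. It was 7548 of 12649 genes with a minimum of 1 CPM and 1670 of 2685 with a minimum of 50 CPM.

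The study asked whether markers of stem cells, hepatocyte differentiation and proliferation differ between tumours. The panel for that question holds Dlk1, Epcam and Gpc3 as stem cell markers, Pcna and Mki67 for proliferation, Gata1, Alas2 and Hba-a1 for the erythroid lineage, and Afp, Cyp2e1, Glul, Igf2 and Krt19, and the plot of panel CPM by tissue shows all 13. Dlk1 (ENSMUSG00000040856, GRCm38 chromosome 12, 109452823 to 109463336) was at 27.0 ± 17.2 CPM in NEJ146 (SD, n = 4 sections), 108 CPM in NEJ634 (95% interval 105 to 111), 107 in NEJ723 (104 to 111) and 42.7 in NEJ687 (41.0 to 44.4). NEJ638, NEJ654 and NEJ677 held 5, 7 and 1 Dlk1 UMIs. Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) was at 7.54 ± 2.56 CPM in NEJ146 (SD, n = 4 sections), 54.8 in NEJ634 (52.8 to 56.7), 58.8 in NEJ723 (56.5 to 61.1) and 2.09 in NEJ687 (1.73 to 2.499), and between 1.93 and 5.08 in the other 3 tissues. Gpc3 (ENSMUSG00000055653, chromosome X, 52272426 to 52613950) was at 3.65 ± 1.49 CPM in NEJ146 (SD, n = 4 sections), 7.50 in NEJ634 (6.80 to 8.25), 30.6 in NEJ723 (29.0 to 32.3) and 4.06 in NEJ687 (3.55 to 4.61), and 5.12 in NEJ638 (4.52 to 5.78). Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987) was at 247 ± 44.2 CPM in NEJ146 (SD, n = 4 sections), 70.5 in NEJ634 (68.3 to 72.7), 45.6 in NEJ687 (43.8 to 47.3) and 1.21 in NEJ723 (0.910 to 1.59), and was at 2593, 3599 and 2657 CPM in NEJ638, NEJ654 and NEJ677. Afp was at 1960.5 ± 348 CPM in NEJ146 (SD, n = 4 sections), 4248 in NEJ634, 3280.2 in NEJ723 and 4083 in NEJ687, and at 9.63, 3.79 and 4.96 CPM in NEJ638, NEJ654 and NEJ677. Igf2 was at 80.0 ± 18.5 CPM in NEJ146 (SD, n = 4 sections), 267 in NEJ634, 404 in NEJ723 and 435 in NEJ687, with 6, 7 and 10 UMIs in NEJ638, NEJ654 and NEJ677. Mouse Myc was at 39.0 CPM in NEJ638 (37.3 to 40.7) and between 3.04 and 5.91 CPM in the other 6 tissues. The study's model is driven by a human MYC transgene, which was not counted as a gene of its own. These values are therefore no measure of the driver.

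**Figure D1:**
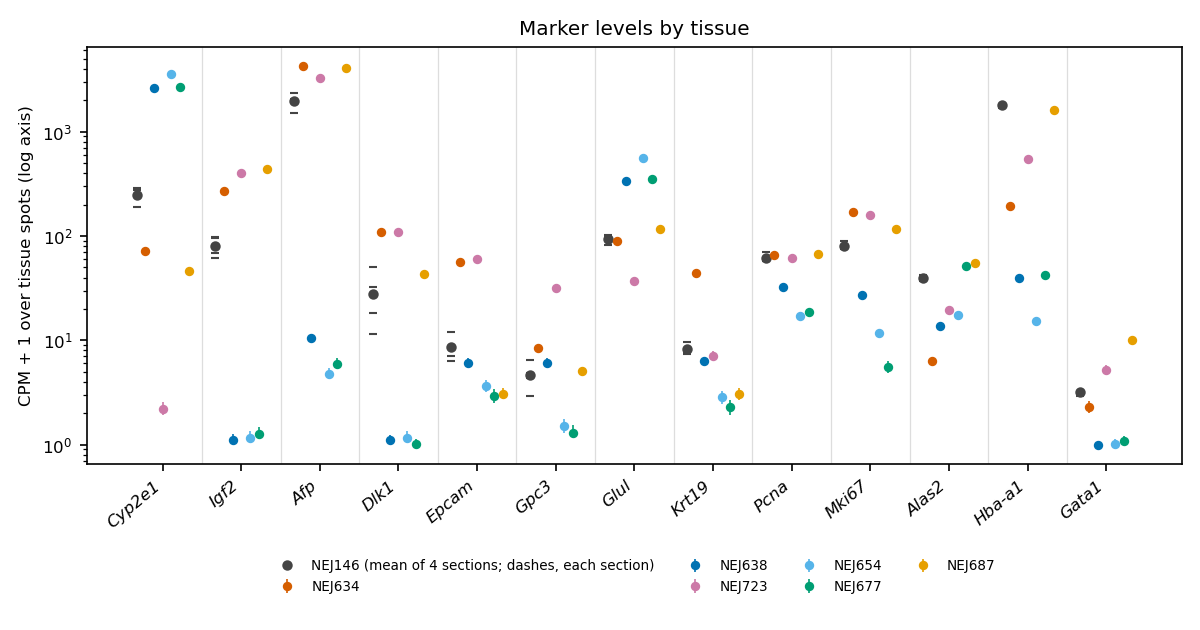
Level of the 13 panel genes (CPM + 1 over tissue spots, log axis) in 7 tissues, with exact Poisson 95% bars for tissues with 1 section, and the mean of 4 adjacent sections with dashes for each section for NEJ146. The highest Afp level of NEJ638, NEJ654 and NEJ677 is 9.63 CPM, and the lowest of the other 4 tissues is 1960.5 CPM.

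An ordering in the study places the stem cell markers higher in NEJ634 and NEJ723 than in NEJ687 and NEJ146, and the study describes a tendency in the same direction for Mki67. The lower of the former pair exceeded the higher of the latter by 1.31 on the log2 scale for Dlk1 (2.48-fold; SD over NEJ146 sections 0.94), 2.71 for Epcam (6.53-fold; SD 0.41), 0.75 for Gpc3 (1.68-fold; SD 0.48) and 0.44 for Mki67 (1.36-fold; SD 0.12). Each of these gaps was larger than 1 SD over the NEJ146 sections. Pcna, the other proliferation marker, did not follow that order. It was at 64.6 CPM in NEJ634, 60.6 in NEJ723, 65.9 in NEJ687 and 61.0 ± 5.84 in NEJ146 (SD, n = 4 sections). For Dlk1, Gpc3 and Mki67 the higher of NEJ687 and NEJ146 was NEJ687, with NEJ146 taken as the mean of its sections. Those gaps therefore lie within 1 batch. NEJ146 section 2 alone was above NEJ687 for Dlk1 (49.4 against 42.7 CPM) and Gpc3 (5.52 against 4.06 CPM), so for these 2 genes the tissue that sets the gap depends on the section. For Epcam it was NEJ146, and NEJ687 was lower still at 2.09 CPM. The alternative that moved the Dlk1 gap most took it to 1.15. The study set Cyp2e1 and Glul in contrast to these. For Cyp2e1, the lower of NEJ687 and NEJ146 was below the higher of NEJ634 and NEJ723 by a log2 gap of −0.62 (SD 0.27), since NEJ634 at 70.5 CPM was above NEJ687 at 45.6 CPM. The NEJ723 value was the lowest of the 4 and the NEJ146 value the highest. For Glul (ENSMUSG00000026473, chromosome 1, 153899944 to 153909723), the gap was 0.07, within the SD of 0.13 over NEJ146 sections, with 93.6 ± 8.49 CPM in NEJ146 (SD, n = 4 sections), 116 in NEJ687 (113 to 119), 89.0 in NEJ634 (86.5 to 91.5) and 36.4 in NEJ723 (34.6 to 38.2). The Glul gap was between −0.04 and 0.48 over the alternatives.

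A further ordering in the study concerned Krt19 and the erythroid markers in NEJ634. Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) was at 43.2 CPM in NEJ634 (41.5 to 45.0), 7.33 ± 0.955 in NEJ146 (SD, n = 4 sections), 6.07 in NEJ723 (5.36 to 6.85) and 2.05 in NEJ687 (1.70 to 2.46), a log2 gap of 2.41. Alas2 (ENSMUSG00000025270, chromosome X, 150547375 to 150570638) was at 5.31 CPM in NEJ634 (4.72 to 5.94), and the lowest of NEJ723, NEJ687 and NEJ146 exceeded it by 1.63 on the log2 scale. Hba-a1 (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465) was at 195 CPM in NEJ634 (191 to 198), with a gap of 1.48. Gata1 (ENSMUSG00000031162, chromosome X, 7959260 to 7978071) was at 1.29 CPM in NEJ634 from 73 UMIs (1.01 to 1.62), with a gap of 0.47 to NEJ146 and a level of 4.19 CPM in NEJ723 (3.61 to 4.85). These gaps were larger than the SD over the NEJ146 sections, which was 0.16 for Krt19, 0.08 for Alas2, 0.05 for Hba-a1 and 0.08 for Gata1.

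The C1 and C2 genes asked how far each tissue expressed a differentiated or a proliferative classifier profile. The sets hold different genes of unequal levels, so a difference of 0 marks no boundary between classes. Only differences between tissues can be read from it. The study classed its tumours as C2 by prediction algorithms on bulk RNA-seq, which this measure does not repeat. C2 minus C1 was −2.41 ± 0.15 in NEJ146 (SD, n = 4 sections), −0.99 in NEJ634, 0.16 in NEJ723 and −1.68 in NEJ687, and −6.66, −7.40 and −7.24 in NEJ638, NEJ654 and NEJ677. The mean log2 level of C1 was higher in NEJ687 and NEJ146 than in NEJ634 and NEJ723 by a gap of 0.34 (SD over NEJ146 sections 0.13), and that of C2 was higher in NEJ634 and NEJ723 by a gap of 0.35 (SD 0.04). NEJ687 set both gaps, so they lie within 1 batch. The weighting of genes moved the difference most in each tissue but NEJ723: as a log2 ratio of summed CPM, it was 0.24 in NEJ146, 1.46 in NEJ634, 1.34 in NEJ723 and 0.62 in NEJ687, and −4.12, −4.85 and −4.10 in NEJ638, NEJ654 and NEJ677. The sign in NEJ146, NEJ634 and NEJ687 therefore changes with that choice. The sign in NEJ723 also changes, to −0.016 with a pseudocount of 5 and to −1.32 without Afp and Cyp2e1, its largest move. NEJ723 was the highest tissue under the planned measure, and NEJ634 was under summed CPM.

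**Figure D2:**
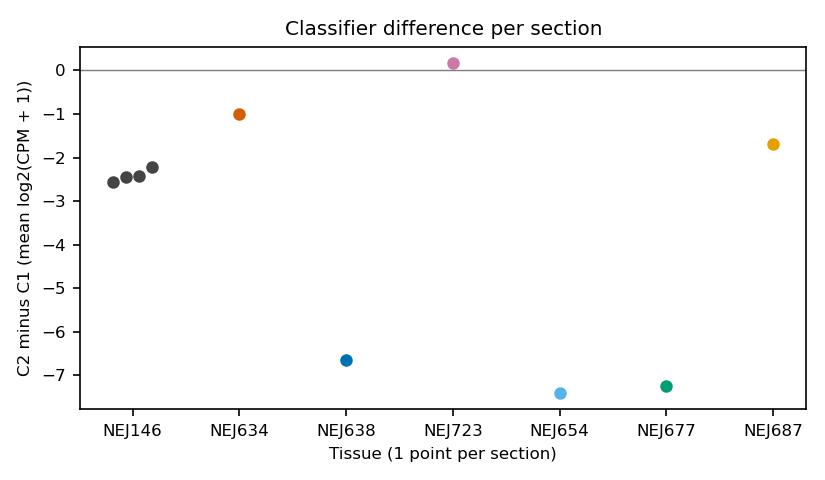
C2 minus C1 (difference of mean log2(CPM + 1)) for each section, grouped by tissue, with 1 point per section and a line at 0. NEJ723 lies at 0.16, and NEJ638, NEJ654 and NEJ677 lie at −6.66 or lower.

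The pairs of gene sets asked which expression programmes share spots. Each test was an exact two-sided sign-flip test over tissues, whose smallest possible p is 0.0156 with 7 tissues. Adult globin with proliferation genes had a mean partial correlation of 0.0858 with 6 of 7 tissues positive (exact p 0.141, adjusted over 6 pairs 0.211), and of 0.0598 less the redrawn level. Pericentral with periportal genes had a mean of −0.254 with 3 of 7 tissues negative (exact p 0.25, adjusted 0.3). The values were −0.794 in NEJ638, −0.865 in NEJ654 and −0.667 in NEJ677, and 0.123 in NEJ146, 0.312 in NEJ634, 0.104 in NEJ723 and 0.00625 in NEJ687. The positive sign was not stable in every tissue. Less the redrawn level, NEJ687 was at −0.0555 and NEJ723 at 0.0343. The number of positive tissues fell from 4 to 3 with Otsu tissue spots and to 2 with the UMI rule in every section. It stayed at 4 with NEJ146 tissue called by mitochondrial share. C1 with C2 had a mean of −0.0918 with 3 of 7 tissues negative (exact p 0.328, adjusted 0.328). Stem with proliferation genes had a mean of 0.0907 with 5 of 6 tissues positive (exact p 0.0938, adjusted 0.211), led by 0.254 in NEJ634 and 0.210 in NEJ723, where the redrawn level was 0.1103. Igf2 with Afp had a mean of 0.239 with 4 of 4 tissues positive (exact p 0.125, the smallest that 4 tissues allow, adjusted 0.211). Less the redrawn level, the mean was −0.281 for pericentral with periportal genes, −0.112 for C1 with C2, 0.0625 for stem with proliferation genes and 0.206 for Igf2 with Afp. Without NEJ146, the means were 0.0673 for adult globin with proliferation genes, −0.317 for pericentral with periportal genes, −0.0540 for C1 with C2, 0.102 for stem with proliferation genes and 0.270 for Igf2 with Afp. None of these 5 pairs passed the adjusted threshold of 0.05, under the planned measure or any alternative, but a pair on its own cannot pass it, as its smallest adjusted p is 0.0938 with 7 tissues, 0.188 with 6 and 0.75 with 4. These tests therefore do not show that a relation is absent. Single tissues weigh on the means, which also pool tissues the study counts as tumours and as healthy livers. Leaving out a tissue took the pericentral and periportal mean to −0.349 without NEJ634, −0.164 without NEJ638 and −0.153 without NEJ654. Without NEJ634, the means were −0.0334 for C1 with C2 and 0.0579 for stem with proliferation genes.

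**Figure D3:**
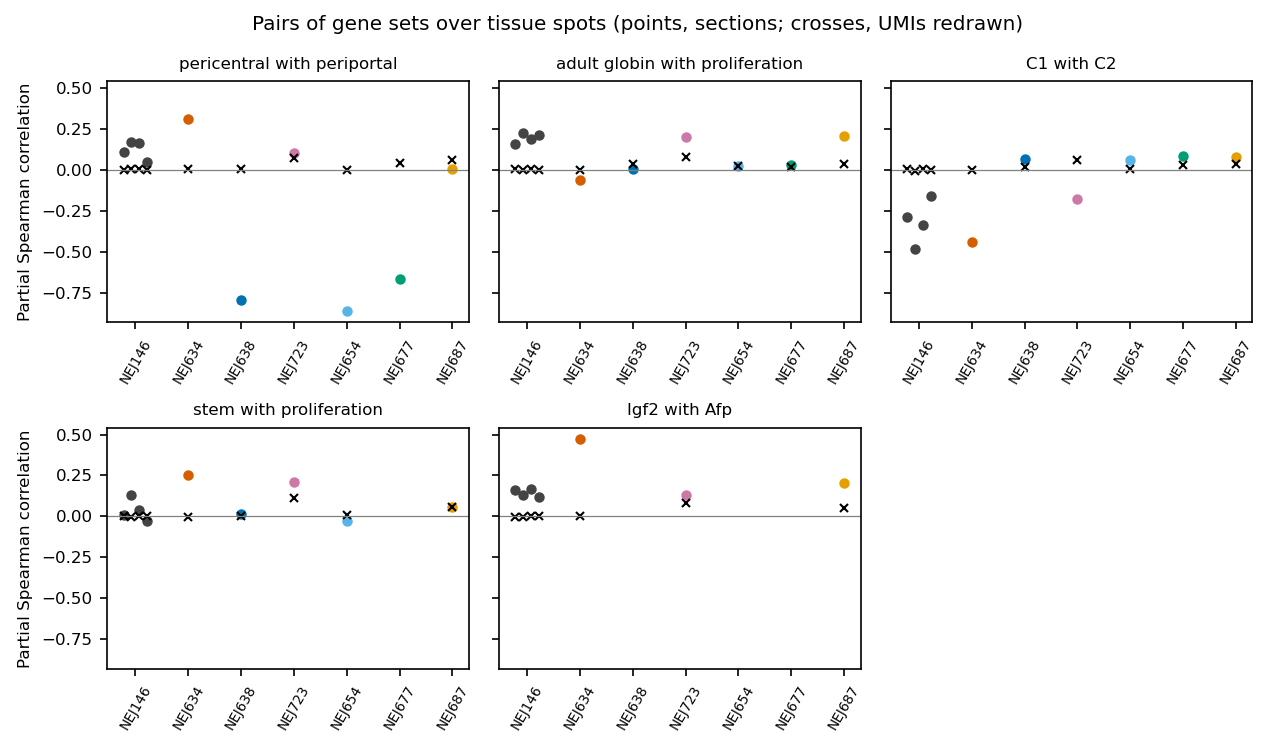
Partial Spearman correlation over tissue spots for 5 pairs of gene sets, by tissue, with 1 point per section and crosses for the mean level with UMIs redrawn by spot totals. Pericentral and periportal genes lie at −0.667 or lower in NEJ638, NEJ654 and NEJ677 and at 0.00625 or higher in the other 4 tissues. Less the redrawn level, NEJ687 is at −0.0555.

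Moran's I asked which markers were ordered in space. Of 91 combinations of 13 panel genes and 7 tissues, 69 were above every one of 20 shuffles of spot positions. Against UMIs redrawn by spot totals, 59 were above, with 13 in NEJ146, 13 in NEJ634, 7 in NEJ638, 5 in NEJ723, 6 in NEJ654, 5 in NEJ677 and 10 in NEJ687. Of these, Dlk1 in NEJ654 rested on 7 UMIs and Gpc3 in NEJ677 on 12. In NEJ723, Cyp2e1, Igf2, Afp, Gpc3, Glul, Pcna, Mki67 and Hba-a1 were not above the redrawn level, so their order there was not separable from that of spot totals. The alternative that moved the count most, thinning every spot to 2000 UMIs, left 37.

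The study described Afp and Igf2 as nearly uniform in NEJ634 and the stem cell markers as uneven, and the comparison at equal depth asked whether that holds beyond the difference in level. In NEJ634, Moran's I was 0.657 for Afp and 0.275 for Igf2, both above every redrawn value, and 0.488 for Dlk1, 0.350 for Epcam and 0.0402 for Gpc3. With all UMIs, Afp was thus more ordered in space than Dlk1. Thinned to the 6099 UMIs of Dlk1, Afp had a mean of 0.195 (0.165 to 0.223 over 20 thinnings) and Igf2 0.147 (0.129 to 0.169), both under Dlk1. Thinned to the 3096 UMIs of Epcam, Afp had 0.113 and Igf2 0.0818, and thinned to the 424 UMIs of Gpc3 they had 0.0196 and 0.0104, in each case under the weaker gene. Over all sections the weaker gene was above every thinned value in 39 of 45 comparisons, within them in 4 and below them in 2. Dlk1 was above in 14 of 14, Epcam in 16 of 16 and Gpc3 in 9 of 15, and the 2 comparisons below were those of Gpc3 in NEJ723. NEJ146 gave 24 of the 45 comparisons from 4 adjacent sections, and outside it the count was 16 of 21. With the tissue as the unit, a gene above in every comparison of a tissue was found in 4 of 4 tissues for Dlk1, 6 of 6 for Epcam and 1 of 5 for Gpc3. The squared coefficient of variation was above in 44 of 45 comparisons, 20 of 21 outside NEJ146. With neighbours within 2 steps the count was again 39, and with tissue spots of at least 500 UMIs it was 40.

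**Figure D4:**
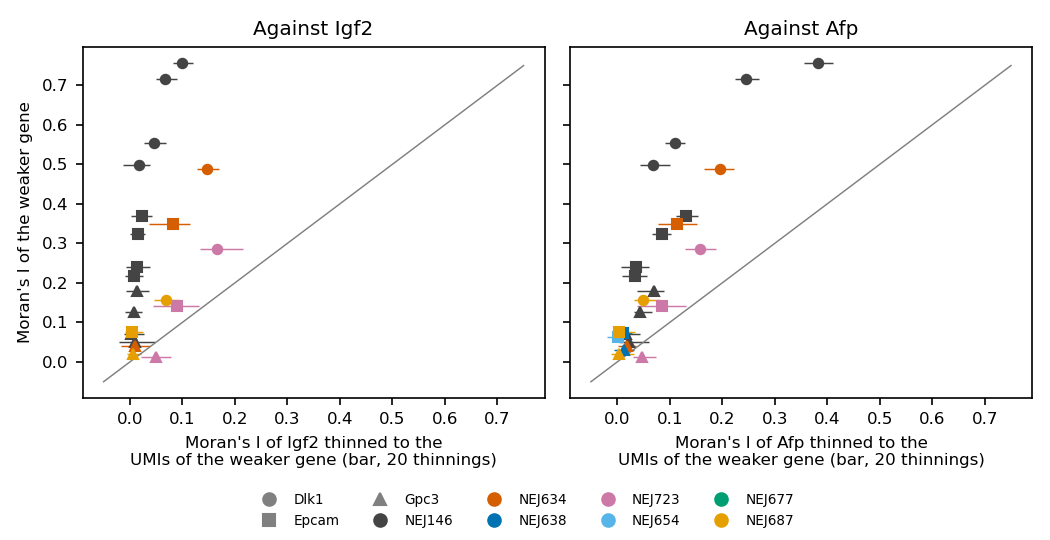
Moran's I of Dlk1, Epcam and Gpc3 in each section (vertical axis) against Moran's I of Igf2 or Afp thinned to the same number of UMIs (horizontal axis, mean with a bar for the range over 20 thinnings), with a line where both are equal. In NEJ634 Dlk1 lies at 0.488 and the thinned Afp and Igf2 at 0.195 and 0.147.

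The genes that stood out most by level in each tissue were named by a fixed rule of size. They were Ly6d in NEJ146 (51.5 CPM against 3.87 in the highest other tissue), with Gm10076 and Dct; Col1a1 in NEJ634 (310.2 against 92.6), with Serpinh1 and Col1a2; and Serpina3c in NEJ638 (247 against 3.04), with Thrsp and Alas1. In NEJ723 they were Apoa4 (7069.8 against 685), S100g and Rbp2, and in NEJ654 Cyp2b13 (157 against 30.8), Ppp1r3c and Slc22a26. In NEJ677 they were Cyp4a12a (94.1 against 2.09), Hsd3b5 and Mup20, and in NEJ687 Ctse (52.1 against 8.501), Slc4a1 and Marco. Xist was expressed in NEJ146, NEJ634, NEJ638 and NEJ654, and Y-linked genes in NEJ723, NEJ677 and NEJ687, so part of these differences can follow sex.

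The genes with the highest Moran's I were Cyp3a11 in NEJ146 (0.846, redrawn level −0.00141), Fabp1 in NEJ654 (0.574, redrawn level 0.0150), Cyp2e1 in NEJ638 (0.430, redrawn level 0.253), Gm47283 in NEJ723 (0.687, redrawn level 0.469), Serpina1b in NEJ677 (0.480, redrawn level 0.289) and Gm42418 in NEJ687 (0.612, redrawn level 0.369). In NEJ634 it was H19 (0.896, redrawn level −0.00403), an imprinted RNA gene (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143), followed by Apoa5 (0.806) and Tmsb10 (0.790). H19 was at 2872 CPM in NEJ634 (2858 to 2886), 9068 in NEJ687 (9044 to 9093), 6013 ± 534 in NEJ146 (SD, n = 4 sections) and 12.0 in NEJ723 (10.96 to 13.03). In NEJ638, NEJ654 and NEJ677 it was at 80.2, 6.31 and 4.86 CPM.

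**Figure D5:**
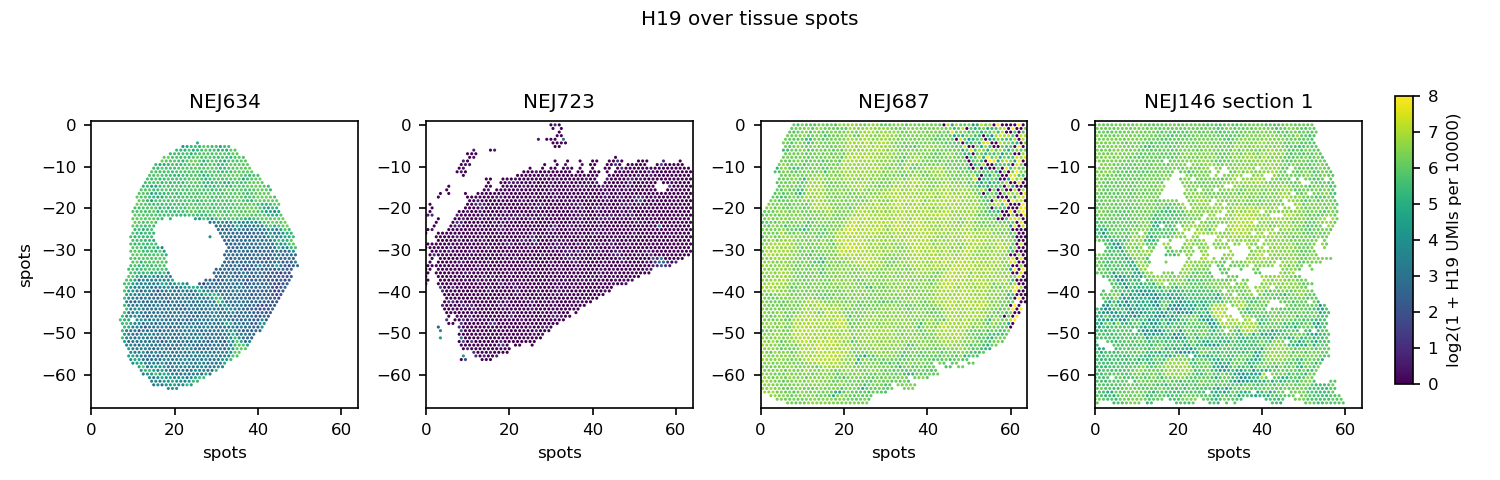
Array position of each tissue spot (axes in spot steps), coloured by log2(1 + H19 UMIs per 10000), in NEJ634, NEJ723, NEJ687 and NEJ146 section 1. In NEJ634, 834 spots with high and 1056 with low values lie in separate areas, and the NEJ723 section as a whole is at 12.0 CPM. The mixed colours at the right edge of NEJ687 could be spots of few UMIs, which was not tested.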

Values the study reported

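The study reported spatial profiling of 4 tumours of its mouse model and 3 healthy mouse livers.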

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

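All tests of explanations in this part were chosen only after the results they address had been seen.

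Of 35 quantities compared over the 4 adjacent NEJ146 sections, 1 had a section far from the others, a number that chance can give since about 1 in 20 such sets is picked out without a cause. Hba-a1 was at 1691 CPM in section 1, against 1810.4, 1819 and 1829 CPM in sections 2, 3 and 4. Counting error is too small for this, since the lowest of the other sections has a lower bound of 1801 CPM. With every spot of the sections kept, the gap to the nearest section over the whole range fell to 0.482, and with tissue called by mitochondrial share to 0.134, so the distance of section 1 could come from the tissue-spot rule. Section 1 was lowest under both, and chance stays open. The sections are adjacent parts of 1 tissue, so the design gives no biological explanation to test.

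Pericentral and periportal genes, which mark opposite ends of the liver lobule, were opposed across spots in NEJ638 (−0.794), NEJ654 (−0.865) and NEJ677 (−0.667), while all 4 NEJ146 sections were positive (0.106, 0.171, 0.164 and 0.0490). The difference between tissues was not tested, as each of the 3 has 1 section. Too few UMIs of these genes in the other tissues do not explain the contrast. When the genes in the 3 sections were thinned to the lowest levels elsewhere, the correlation was at most −0.316 in any of 20 thinnings, against a lowest value of 0.00625 in the sections of the other tissues. That lowest value is from NEJ687, where the redrawn level was 0.0617. Less the redrawn level, NEJ687 was at −0.0555, so its sign is uncertain. With all UMIs and less the redrawn level, the 3 sections were at −0.707 or lower. A candidate explanation is liver without tumour under the hepatoblastoma label. The highest Afp level of the 3 was 9.63 CPM, in NEJ638, with 3.79 in NEJ654 and 4.96 in NEJ677, against 1960.5 CPM in the lowest of the other 4 tissues. C2 minus C1 was −6.66, −7.40 and −7.24 in the same order. The study's text calls the other 4 tissues tumours and counts 3 healthy livers, which leaves these 3 by elimination and goes with that explanation, while the labels call every section hepatoblastoma. Groups were taken from the labels, so the explanation stays a hypothesis here. The expression values that go with it were found and tested on the same data, whereas the study's count of tissues does not rest on them. Xist was expressed in NEJ638 and NEJ654 and Y-linked genes in NEJ677, so sex does not separate the 3 from the others.

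Adult globin and proliferation genes were weakly opposed in NEJ634 (−0.0596), whereas the 4 NEJ146 sections were between 0.160 and 0.226. The difference was not tested. With UMIs redrawn over spots by spot totals, the lowest of 1000 values was −0.0769, and 3 of 1000 were as low as the observed value. Differences in UMIs between spots and a weak opposition of the genes therefore cannot be told apart in NEJ634 from 1 section, since spots are not replicates. They do not account for the contrast with NEJ146, whose sections all lie above 0.0703, the highest redrawn value in NEJ634. A biological difference between the tissues stays open and untested.

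C1 and C2 genes went together in NEJ677 (0.0874) and were opposed in the NEJ146 sections (−0.288, −0.486, −0.336 and −0.163). The difference was not tested. The values in NEJ638, NEJ654 and NEJ687 were 0.0669, 0.0616 and 0.0807, so the positive sign was not confined to tissues low in Afp. In NEJ677 the redrawn values had a mean of 0.0329 and a highest value of 0.101, and 5 of 1000 reached the observed value. Differences in UMIs between spots and a weak relation of the genes cannot be told apart there from 1 section, because the UMI totals themselves shift the correlation upward. A biological difference between the tissues stays open and untested.

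C2 minus C1 was above 0 only in NEJ723 (0.16) and below 0 in all 4 NEJ146 sections (−2.56, −2.46, −2.41 and −2.21). The difference was not tested. A value of 0 marks no boundary between classes, since the sets hold different genes of unequal levels. The sign in NEJ723 could rest on the level of single genes of the classifier. Left out in turn, 4 of the 16 genes took the difference below 0, to −0.52 without Aqp9, −0.56 without Cyp2e1, −0.61 without Afp and −0.55 without Rpl10a. With the same gene left out in every tissue, NEJ723 was the highest for each of the 16, by at least 0.58 over NEJ634, so its sign depends on single genes and its position as the highest does not. That position does change with the weighting, since as a log2 ratio of summed CPM NEJ634 was at 1.46 and NEJ723 at 1.34. The labels give no parents, age or treatment of the single animals, and no biological explanation was tested.

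Spots off tissue held 38.1% of all UMIs in NEJ634, 27.3% in NEJ638, 37.5% in NEJ723, 43.0% in NEJ654, 39.5% in NEJ677 and 6.81% in NEJ687. They lie outside the planned tissue spots and enter values only under the alternatives that choose spots by UMIs. RNA from a section with Y-linked genes in a section with Xist is argued against. The highest level of Y-linked genes off tissue in sections with Xist was 0.208 CPM, against 68.6 CPM or more on tissue in sections with these genes. RNA passing between sections of the same sex would leave these levels unchanged and was not tested. Tissue of the same composition missed by the in-tissue calls, and RNA spread from the tissue with its composition kept, are argued against too, since the mitochondrial share off tissue was at least 1.945 times that on tissue in each section. Spread in which mitochondrial RNA gains, and tissue of another composition at the margin, stay open. UMIs per spot fell with distance from the tissue in all 6 sections, the weakest Spearman correlation being −0.261 in NEJ677 and the strongest −0.714 in NEJ654, which both would give. In 4 of the 6 sections, spots off tissue within 2 steps of it had a higher median than tissue spots (16267 against 12535 UMIs in NEJ638, 19399 against 18742 in NEJ723, 18426 against 17062 in NEJ654 and 13385 against 12133.5 in NEJ687), which goes against spread alone. Pericentral and periportal genes were also opposed off tissue in NEJ638 (−0.257), NEJ654 (−0.517) and NEJ677 (−0.303), more weakly than on it. These explanations cannot be told apart, as no image was used. If RNA did spread, it could also mix between neighbouring spots on the tissue and raise spatial order, and its extent there was not measured.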

How the results depend on the processing

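The alternatives chosen only after the results were seen are tissue by mitochondrial share in NEJ146, all spots of NEJ146, the UMI rule in every section, tissue spots of at least 500 UMIs, levels with UMIs redrawn by spot totals, and the range over the 6 tissues other than NEJ146. The others were planned. The limit of 20% mitochondrial UMIs removed only 3 tissue spots in all, so it tests nothing and is left out of the counts below, as are values that a setting cannot move, such as those of tissues whose spots it leaves unchanged. No paired analysis was possible because no label pairs sections of different tissues.

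The spread between adjacent sections (0.083) moved by less than its own SD over pairs of sections under 14 of 15 alternatives. Leaving out each NEJ146 section in turn gave 0.056 to 0.092, the lowest without section 4. The number of genes beyond that spread (4928) was within 1.5 times in 17 of 19 alternatives, the furthest of these being 7368 of 8019 at 5 times the spread, which is larger by construction. Over the 6 tissues other than NEJ146 it was 4741, all among the 4928. It was 7548 with a minimum of 1 CPM and 1670 with a minimum of 50 CPM, because the number of genes entering differs (12649 and 2685). Leaving out NEJ146 sections gave 4319 to 6384. Of the genes beyond under total UMIs, 3464 were also beyond under TMM and 3379 under DESeq2 size factors.

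TMM and DESeq2 scaling shift every gene of a tissue alike relative to the mean tissue, by −0.32 and −0.35 (log2) in NEJ634, −0.29 and −0.29 in NEJ723, −0.16 and −0.19 in NEJ687, 0.08 and 0.06 in NEJ146, 0.10 and 0.11 in NEJ638, 0.24 and 0.26 in NEJ654 and 0.36 and 0.39 in NEJ677. Marker levels stayed within their interval or SD in 644 of 767 values, and 123 moved beyond it. Of 168 gap values, 148 moved by less than the section spread. Every gap kept its sign except that of Glul, which was within the spread and went from −0.04 to 0.48. With TMM the gaps were 0.32 for Mki67, 0.47 for Glul, 0.69 for Gata1, 2.03 for Krt19, 0.50 for mean C1 and 0.19 for mean C2. With DESeq2 they were 0.48 for Glul, 1.54 for Hba-a1, 0.69 for Gata1, 2.01 for Krt19, 0.50 for mean C1 and 0.19 for mean C2. The relative shift of the tissues accounts for the direction of these moves. With tissue by an Otsu threshold on UMIs, the gaps were −0.96 for Cyp2e1, 1.73 for Hba-a1 and 0.30 for mean C2. With all spots of at least 500 UMIs they were −0.94 for Cyp2e1, 1.70 for Hba-a1 and 0.30 for mean C2, and with the UMI rule in every section 1.73 for Hba-a1 and 0.30 for mean C2. The cause of the moves with the choice of spots was not tested.

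C2 minus C1 kept its sign and moved by less than the section spread in 54 of 80 values, moved in 21 and changed sign in 5. With a pseudocount of 5 it was −1.997 in NEJ146, −0.80 in NEJ634, −5.68 in NEJ638, −0.016 in NEJ723, −6.18 in NEJ654, −5.92 in NEJ677 and −1.37 in NEJ687. A larger pseudocount compresses low genes by construction. As a log2 ratio of summed CPM it was 0.24, 1.46, −4.12, 1.34, −4.85, −4.10 and 0.62 in the same order of tissues, where abundant genes such as Afp and Rpl10a weigh more. Without Afp and Cyp2e1 it was −3.18, −1.98, −6.48, −1.32, −7.09, −7.02 and −2.85. In NEJ677 it was −7.06 with Otsu tissue spots, −7.06 with all spots of at least 500 UMIs, −7.07 with the UMI rule in every section, −7.39 with TMM and −7.41 with DESeq2, for which the cause was not tested. Leaving out NEJ146 sections gave −2.48 to −2.36 there.

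None of the 5 pair correlations reported passed the adjusted threshold or changed the sign of its mean under any alternative. A pair on its own cannot pass it, since its smallest adjusted p is 0.0938 with 7 tissues, so staying above the threshold says nothing about stability. Igf2 with Afp ranged from 0.0633, with spots thinned to 2000 UMIs, to 0.375.

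The count of panel genes above the level without spatial order (69) was within 1.5 times in 12 of 13 alternatives, and was 37 with every spot thinned to 2000 UMIs, a setting that found only 33% of simulated 2-fold patterns at 1 UMI per spot in NEJ723, against 93.5% with redrawn UMIs at full depth. Leaving out NEJ146 sections gave 69 each time. By gene, Moran's I moved by less than the spread in 376 of 649 values, and by more in the others, of which 17 changed sign, each time to a value near 0. Thinned to 2000 UMIs, it was −0.00501 for Epcam in NEJ654, −0.00176 for Epcam in NEJ677, −0.0107 for Gpc3 in NEJ634, −0.00101 for Gpc3 in NEJ677, −0.00398 for Glul in NEJ723, −0.00211 for Krt19 in NEJ677, −0.00668, −0.0128 and −0.00615 for Pcna in NEJ638, NEJ723 and NEJ687, and −0.00495, −0.0136 and −0.00769 for Mki67 in NEJ638, NEJ723 and NEJ677, where few UMIs remain by construction. With Pearson residuals it was −0.00485 for Glul in NEJ723 and −0.0110 for Alas2 in NEJ677. With the UMI rule in every section it was −0.00691 for Glul in NEJ723 and −0.000518 for Alas2 in NEJ677, and with tissue spots of at least 500 UMIs −0.00351 for Glul in NEJ723. The cause of these was not tested. Gata1 in NEJ638, with 0 UMIs, gave no value, and thinning to 2000 UMIs gave 83 values in place of 90. The depth-matched count (39 of 45) was 39 and 40 in its 2 alternatives.

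Depth limits the weakest markers. In NEJ638, NEJ654 and NEJ677, Igf2, Dlk1 and Gata1 rest on 10 UMIs or fewer, and their Moran's I was not above the redrawn level there, except for Dlk1 in NEJ654, where 7 UMIs gave 0.0191 against a highest redrawn value of −0.00168. Gpc3 in NEJ677 was above it on 12 UMIs, with 0.0322 against a highest redrawn value of −0.00231.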

Other observations

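All tests in this part were chosen only after the results they address had been seen, and so were the genes named here outside the lists fixed in advance, among them Cdkn1c, Phlda2, Slc22a18, Kcnq1ot1, Mrpl23, Ctsd and the clock genes.

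Dlk1 differed 4.75-fold between the adjacent NEJ146 sections, at 17.2, 49.4, 31.2 and 10.4 CPM. Counting error does not account for it, since the lower bound of the highest section was 4.30 times the upper bound of the lowest. The tissue-spot rule does not either, as the fold was 4.26 with all spots kept and 5.21 with tissue called by mitochondrial share. Whether the sections differ in the area that expresses Dlk1 or in its level there was not tested, and as they are adjacent parts of 1 tissue the design gives no biological explanation to test.

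NEJ723 nearly lacked the genes of distal chromosome 7 that are expressed from the maternal copy. H19 was at 12.0 CPM, against 2872 in NEJ634, 9068 in NEJ687 and 6013 in NEJ146. Cdkn1c was at 0.527 CPM, against 21.2, 52.2 and 42.4. Phlda2 rested on 3 UMIs (0.0687 CPM), against 9.82, 34.0 and 17.7 CPM, and Slc22a18 was at 0.390 CPM, against 14.8, 54.6 and 31.9. The paternally expressed Igf2 was at 404 CPM, between the 80.0 CPM of NEJ146 and the 435 CPM of NEJ687, and Kcnq1ot1 was at 6.05 CPM, above each of the 3. Counting error does not account for the pattern, as the upper bound of H19 in NEJ723 was 13.03 CPM. Loss of the segment without replacement is argued against by 14 other genes of the segment, whose median log2 ratio to the median of the other tissues was 0.32 (quartiles −0.21 to 0.42), beside 0.31 for all 8019 genes. A loss of maternal imprinted expression on every chromosome is argued against as well, since 0 of 4 maternally expressed genes elsewhere (Meg3, Mirg, Grb10 and Igf2r) were lower than in each of the 3. Grb10, at 215 CPM, was below NEJ634 (277) and NEJ687 (248) and above NEJ146 (170.4). Expression from paternal copies of the segment only is a candidate explanation, as 4 of 4 maternally expressed genes of distal chromosome 7 were lower than in each of the 3. Counts per gene cannot show which copy is expressed, and a joint change in the regulation of these genes was not tested. In NEJ638, NEJ654 and NEJ677, H19 (80.2, 6.31 and 4.86 CPM), Cdkn1c (6.80, 3.88 and 1.68 CPM) and Phlda2 (0.645, 0.259 and 0.484 CPM) were also low, but so was Igf2, on 6, 7 and 10 UMIs, and Slc22a18 was at 72.4, 105 and 65.7 CPM.

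NEJ634 had zones of high and low H19. Divided by an Otsu threshold, 834 spots were high (5096 CPM) and 1056 were low (722 CPM, 0.142 of the high level), and 92.5% of adjacent spots lay in the same zone, against 50.7% with zones placed at random. Other maternally expressed genes of the segment, which played no part in drawing the zones, were compared. The ratio of the low to the high zone was 0.1104 for Cdkn1c (0.0908 to 0.133), 0.239 for Phlda2 and 0.202 for Slc22a18, while it was 1.58 for Igf2 and 2.02 for Kcnq1ot1, and 0.980 for Mrpl23 and 0.910 for Ctsd, neighbours in the segment. A difference in UMIs between the zones does not account for this, since median UMIs per spot in the low zone were 0.787 of those in the high zone. A lower share of tumour in the low zone is argued against by Afp, whose ratio was 1.68. Expression from paternal copies of the segment only in the low zone may explain it, with 3 of 3 other genes lower. The low zone also had more Dlk1 (ratio 2.40), Epcam (3.17) and Krt19 (3.12), so regions of different cell state are possible as well and were not separated from it.

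Clock genes differed between NEJ638 and NEJ654. Dbp was at 209 CPM in NEJ638 and 2.99 in NEJ654, and Per3 at 51.0 and 1.39, while Arntl was at 1.41 and 18.8 and Npas2 at 0.176 and 5.95. Library scaling moves all genes alike and is excluded, since 4 of 4 genes of the Arntl class were lower in NEJ638 and 5 of 5 genes of the Dbp class were higher there. Time of day at collection is a candidate explanation, and the labels give no time. In NEJ677 Dbp was at 48.2 CPM. Other genes named for NEJ638 by level, such as Thrsp and Alas1, could follow time of day or feeding too, which was not tested.

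Alas2 was seen in NEJ638, NEJ654 and NEJ677 (12.7, 16.5 and 50.7 CPM) with little Hba-a1 (38.5, 14.2 and 41.3 CPM) and 0, 1 and 3 UMIs of Gata1. Erythroid cells as the source of that Alas2 are argued against, since it was at least 9.679 times the level expected from Hba-a1 at the highest ratio of the other 4 tissues. What else gives Alas2 counts there was not tested, and Alas2 in these tissues is no measure of erythroid cells.

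Summed levels of the remaining gene sets were taken as well. Neutrophil granule genes were at 450 CPM in NEJ687, 204 in NEJ634, 185 in NEJ723, 88.2 ± 23.1 in NEJ146 (SD, n = 4 sections), and 6.68, 1.84 and 2.29 in NEJ638, NEJ654 and NEJ677. Bile duct genes were at 440 CPM in NEJ634, 131 in NEJ638, 128 ± 23.2 in NEJ146 (SD, n = 4 sections), 61.7 in NEJ723, 71.7 in NEJ654, 77.4 in NEJ677 and 71.9 in NEJ687. Embryonic globin genes had 1 UMI in NEJ687, 2 over the NEJ146 sections and 0 elsewhere, which are counts at the limit of detection.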
